A study of Mus musculus with 4 samples. Its data were reported in "Impact of Drp1 Loss on Organelle Interaction, Metabolism, and Inflammation in Mouse Liver" (2025).

How the data were processed

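The study compared cultured primary hepatocytes of mice that lack dynamin-related protein 1 (Drp1) in the liver (Drp1LiKO) with hepatocytes of control mice, each untreated or given 200 μM palmitate, a saturated fatty acid. Drp1 is the product of Dnm1l and drives mitochondrial fission. The study describes the knockout as a floxed Dnm1l allele recombined by Cre under the albumin promoter, and its methods name floxed littermates as controls and male animals throughout. Each of the 4 groups has 1 array, so no group has a replicate and the number of arrays limits the precision of every value. Groups were taken from the sample labels. The label of the untreated control array states that its raw data also belong to a sample of another series, so that array is not independent of that other series.

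RNA was labelled with 1 dye (Cy3) by a low-input amplification kit and hybridised to a mouse whole-genome oligonucleotide array with 62976 spots. The deposited scanner tables hold intensity values on a linear scale, 1 table per array, written by Feature Extraction 10.7.1.1, which subtracted the background and corrected spatial trends within each array, with no scaling between arrays. The methods name no normalization between arrays. The authors also deposited a table of processed intensity values for the 4 arrays on a linear scale. Set against the scanner values, its 4 columns held the same sorted values and the rank order of each array over 56603 probes, as a quantile normalization of the processed signal gives; it served as an alternative. The labels and the methods name different kits for RNA extraction, and the values cannot tell which was used.

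The processed signal was transformed to log2, and the 75th percentile of each array was subtracted, so that 0 is the 75th percentile of that array. Control spots and spots marked as outliers by the scanner software were left out, saturated spots were kept, and repeat spots of a probe were averaged. No spot was saturated on any array, the count being 0 on each. The values therefore show changes relative to the bulk of the transcripts, and a change shared by most of them is not visible. The 75th percentile lay at an intensity of 485 on the untreated control array, 542 on the untreated Drp1LiKO array, 424 on the control palmitate array and 468 on the Drp1LiKO palmitate array. Probes well above background by the scanner's own flag numbered 27259, 28920, 25307 and 27294 in the same order. Probes printed 10 times on the array gave a median SD of 0.04 log2 units between repeat spots within an array, which holds spot noise only and says nothing about the spread between animals or cultures.

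A gene was represented by the probe with the highest mean normalized log2 value among its probes well above background on at least 1 array. A gene counted as changed between 2 arrays when its log2 difference was at least 1 in size and its probe was well above background on at least 1 of them. Where the probe was well above background on 1 of the compared arrays only, the printed fold is a lower bound. It sets the brighter array against the higher of the dim probe's own value and the lowest value among probes well above background on the dim array. No p-value was computed across genes for such pairs, because genes are not replicates.

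Genes named in the text were chosen by a rule written before the data were examined, as were the comparisons, the tests, the gene lists and most of the alternative analyses. The rule took genes with a symbol in the arrays' own annotation whose probe was well above background and not saturated on both arrays. For each pair of arrays it took the 5 largest rises and the 5 largest falls, with 10 rises for palmitate against untreated. It added 15 genes fixed from the text of the study, which are Dnm1l, Il1b, Il6, Tnf, Ifng, Nlrp3, Hmox1, Acsl1, Acsl4, Ddit3, Nupr1, Gapdh, Hspa1a, Hspa1b and Ccl2. Genes of the sex chromosomes lie outside this rule and were read as a check of sample identity. Other genes named outside it are marked as chosen after their values were seen.

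The genotype and palmitate effects over all 4 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05) in an additive model with genotype and palmitate as terms. The model leaves 1 residual degree of freedom, which holds the interaction of genotype and palmitate as well as noise. According to the codes of the scanner tables, the untreated arrays lie on 1 slide and the palmitate arrays on another. Palmitate and slide therefore cannot be told apart, whereas each slide holds both genotypes and slide acts as a block for the genotype term. On simulated data with the fitted spread of 20615 genes, the script recovered 0 of 200 genes changed by 2 log2 units in the genotype comparison. With a spread equal for all genes it recovered 200 of 200 and called 10 unchanged genes. The model at this size thus misses changes of that size under the fitted spread.

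Medians of 18 gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins. A median was called when it fell among the outer 2.5% on either side, and the percentile describes these arrays only. In a test on simulated data over 20615 genes, 5 of 100 lists without a shift and 100 of 100 lists shifted by 1 log2 unit were called. The lists were 9 pathway lists (inflammatory, interferon-stimulated, cell division, retinol metabolism, ER stress, fatty acid oxidation, lipid synthesis, mitochondrial fission and fusion, and housekeeping), 2 families by symbol (chemokine ligands and heat shock proteins) and 7 cell type lists (hepatocyte, macrophage, neutrophil, lymphocyte, endothelial, stellate and cholangiocyte). The genes of the pathway and cell type lists were written from general knowledge. Several topics, among them retinol metabolism and inflammation, were taken up because the study reports them for these same arrays. Medians of those lists are therefore not independent of that report. Genes that 2 lists share number 3, between ER stress and heat shock proteins.

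The alternative analyses set beforehand were quantile normalization, normexp background correction with an offset of 50 on the mean and local background signals, the deposited processed table, the mean of all probes of a gene, a filter for probes well above background on every compared array, no filter, a 1.5-fold threshold, no slide term, slide as a random block, a variance trend with intensity, and random lists not matched on expression. A pair of alternatives was added after the data were seen. One left out spots lit on 1 array alone next to another such spot, and the other raised values not well above background to the floor of their array.

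Gene names are those of the array annotation. Of the probes, 32993 carried an accession found in a RefSeq table of mouse assembly GRCm38, which was used for names only, and 1535 of these have another current symbol. Coordinates are those of the array files, on mouse build mm9. Further tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Pathway enrichment was left out because with 1 array per group the gene sets it starts from have no test behind them. The liver arrays of the study were not analysed here.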

Results

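Gene expression was measured in primary mouse hepatocytes harvested 24 h after seeding, with 1 array for each of 4 groups: control, Drp1LiKO, control with 200 μM palmitate, and Drp1LiKO with 200 μM palmitate. Drp1LiKO hepatocytes come from mice in which Dnm1l, the gene of the mitochondrial fission protein Drp1, is deleted in the liver. The arrays detected between 44.7% and 51.1% of probes well above background. No group has a replicate, so none of the differences between 2 arrays could be set against a spread between animals or cultures. Values are normalized log2 intensities, with 0 at the 75th percentile of the array.

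The targeted gene was examined first, as a check of the labels. The probe that stands for Dnm1l lies on chromosome 16 at 16312363 to 16312422 (mm9). It read 2.42 on the untreated control array and 1.07 on the untreated Drp1LiKO array, a log2 difference of −1.35. With palmitate it read 2.43 in control and 1.01 in Drp1LiKO, a difference of −1.42. The palmitate responses of Dnm1l were 0.01 in control and −0.06 in Drp1LiKO. The second Dnm1l probe, at 16336911 to 16336970, read between −4.77 and −4.41 on the 4 arrays and was well above background on both untreated arrays only. That second probe differed between the genotypes by −0.35 untreated and by 0.22 with palmitate. For the first probe, normexp background correction moved the difference most among the other scalings, to −1.35 with palmitate. The mean of all probes was not taken for Dnm1l. Gapdh differed by −0.08 between the genotypes in untreated cells and by −0.11 with palmitate.

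**Figure D1:**
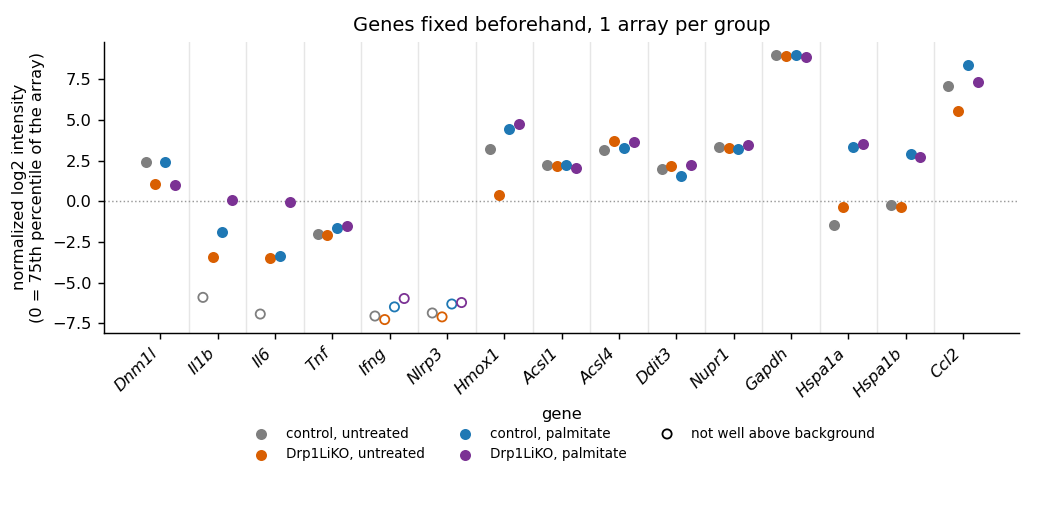
Normalized log2 intensity (vertical axis, 0 is the 75th percentile of the array) of the 15 genes fixed beforehand (horizontal axis) on the 4 arrays, 1 point per array, with open points for probes not well above background. Dnm1l is lower on both Drp1LiKO arrays, at 1.07 and 1.01, than on the control arrays, at 2.42 and 2.43.

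The first comparison asks which transcripts differ when Drp1 is missing and no fatty acid is given. Of 19875 genes well above background on at least 1 of both untreated arrays, 2867 (14.4%) differed at least 2-fold, 1757 higher and 1110 lower in Drp1LiKO. This count depended on dim probes: it was 1378 when the probe had to be well above background on both arrays, and the alternative that changed it by the largest factor was normexp background correction, with 1048. The 5 largest rises among genes measured on both arrays were Rsad2, Ifi27l2a, Oasl2, Ifit3 and Ifit3b, with log2 differences of 5.43, 5.06, 4.60, 4.35 and 4.22. The Rsad2 probe lies on chromosome 12 at 27127859 to 27127918, and a second Rsad2 probe rose by 2.98. The 5 largest falls were Aunip (−3.93), Ccl20 (−3.71), Ska1 (−3.41), Avpr1a (−3.37) and Olfr32 (−3.33). Of these, the Olfr32 spot has 3 neighbouring spots that are lit on the control array alone.

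With palmitate, 2176 of 18890 genes (11.5%) differed at least 2-fold between the genotypes, 1372 higher and 804 lower in Drp1LiKO. The count was 933 for probes well above background on both arrays. The largest rises were Ifi27l2a (4.73), Casp4 (4.57), Oas1g (4.37), Ifit3b (4.16) and Dcn (4.04). The largest falls were Ccl20 (−3.57), Nppb (−3.35), Elmod1 (−3.28), Avpr1a (−3.15) and Igfbp6 (−3.05). A second Nppb probe fell by 3.41. Ifi27l2a, Ifit3b, Ccl20 and Avpr1a were thus among the largest changes in both conditions.

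The genotype differences in the 2 conditions were compared gene by gene. Across 20615 genes, which are not independent replicates, Pearson's r was 0.444 and Spearman's rho 0.610. In all, 1128 genes differed at least 2-fold in the same direction in both conditions, 769 higher and 359 lower, and 22 in opposite directions. Over the 16611 genes well above background on all 4 arrays, r was 0.812 and rho 0.729, with 678 genes in the same direction and 1 in opposite directions. Leaving out dim probes therefore raised the correlation more than any scaling did, the highest of which was 0.705 under normexp.

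**Figure D2:**
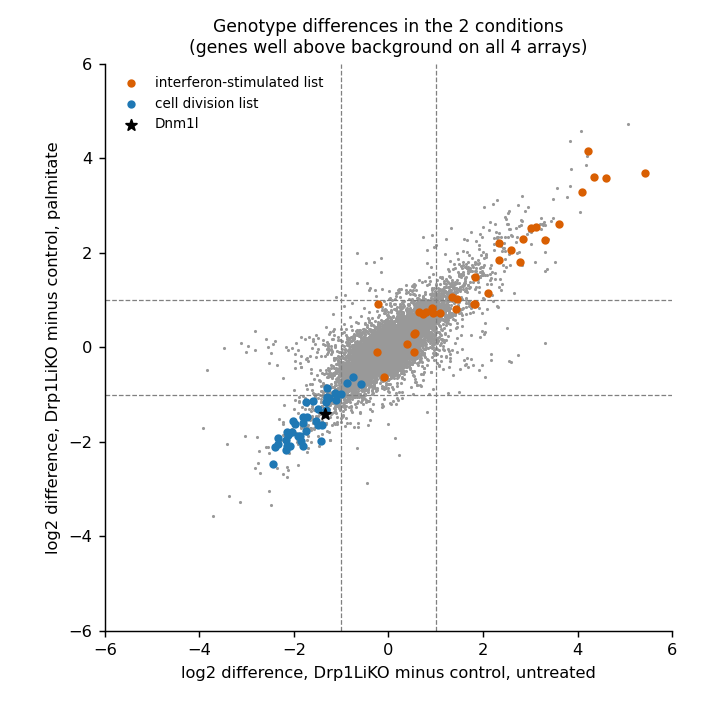
Log2 differences between Drp1LiKO and control in untreated cells (horizontal axis) and with palmitate (vertical axis) for the 16611 genes well above background on all 4 arrays, 1 point per gene, with dashed lines at 2-fold. Genes of the interferon-stimulated list lie mostly at the upper right, genes of the cell division list at the lower left, and Dnm1l at −1.35 and −1.42.

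The additive limma model over all 4 arrays called 0 of 20615 genes by genotype, although 5363 had an unadjusted p under 0.05; the smallest adjusted p was 0.119. For palmitate it called 0 genes, with 1995 at an unadjusted p under 0.05 and a smallest adjusted p of 0.511. These counts of 0 depended on the model and the genes entered. With an intensity trend in the variance, limma called 5354 genes by genotype and 186 by palmitate, and with probes well above background on all arrays it called 2586 by genotype. With 1 residual degree of freedom, no gene is named from this model.

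The next comparison asks how control hepatocytes respond to palmitate. Of 18772 genes, 1070 (5.70%) differed at least 2-fold, 532 higher and 538 lower with palmitate. Only 186 did so when the probe had to be well above background on both arrays, 143 higher and 43 lower, so the even split depended on dim probes. The palmitate arrays lie on another slide than the untreated arrays, and the effect of palmitate cannot be told apart from that of the slide. The largest rises were Hspa1a (4.80), Marco (3.59), Hspa1b (3.16), Lamp5 (2.27), Ccl7 (2.23), Klra16 (2.14), Morn1 (2.07), Cdkn1c (2.04), Gpr152 (2.01) and Efcab9 (2.00). The mean of all probes of Morn1 gave −0.17 instead. The largest falls were Strn (−2.83), Cyp4f15 (−2.02), Chst1 (−2.02), Cd5l (−1.99) and Kcnu1 (−1.88). The spots of Strn, Cyp4f15, Chst1 and Kcnu1 have 2, 3, 3 and 2 neighbouring spots that are lit on the untreated control array alone. Those of Ccl7, Klra16, Morn1 and Gpr152 have 3, 1, 2 and 1 such neighbours on the control palmitate array. The mean number around a spot is 0.147 on the untreated control array and 0.114 on the control palmitate array.

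In Drp1LiKO hepatocytes, 1390 of 19747 genes (7.04%) differed at least 2-fold with palmitate, 776 higher and 614 lower. For probes well above background on both arrays the count was 432, with 313 higher and 119 lower. The largest rises were Hmox1 (4.40), Hspa1a (3.83), Il1b (3.47), Il6 (3.44), Irg1 (3.42, now named Acod1), Prmt1 (3.41), Cxcl5 (3.16), Hspa1b (3.09), Cxcl3 (3.06) and Spic (2.95). A second Hmox1 probe, near background, differed by 0.12, whereas second probes of Il1b and Il6 rose by 2.73 and 3.46. The largest falls included Prrc2a (−3.39), Cd5l (−3.07), Rab5c (−2.71) and Hebp1 (−2.64). The probes of Prmt1, Prrc2a, Rab5c and Hebp1 lay at least 1.5 log2 units from the median of the other 3 arrays on the untreated Drp1LiKO array, while those 3 differed by less than 0.7. For these genes the value thus stems from the untreated array.

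The palmitate responses of the 2 genotypes were then set against each other. Across 20615 genes r was 0.156 and rho 0.327; over the 16611 genes well above background on all arrays they were 0.430 and 0.451. In the first set 136 genes changed at least 2-fold in the same direction in both genotypes and 18 in opposite directions. The difference between the responses was at least 2-fold for 2225 genes, 1090 with a higher and 1135 with a lower response in Drp1LiKO, and for 297 of the genes well above background on all arrays. With 1 array per group this difference has no test.

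**Figure D3:**
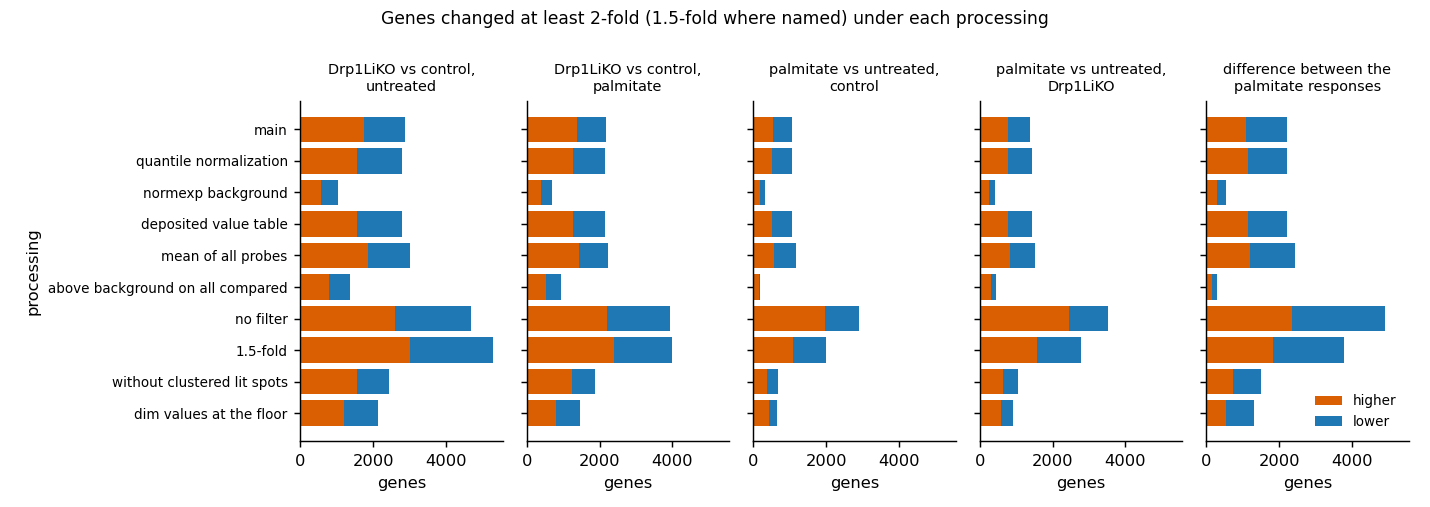
Number of genes changed at least 2-fold (horizontal axis; 1.5-fold where named) in each comparison under each processing (vertical axis), split into higher and lower. In the palmitate comparison of control cells the count falls from 1070 to 186 when the probe has to be well above background on both arrays.

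The cytokines and stress genes named by the study were read in each comparison. The Il1b probe (chromosome 2, 129190347 to 129190406) was not well above background on the untreated control array. Against the floor of that array, Il1b was at least 7.09-fold higher with palmitate in control cells, and higher by at least 1.32 on the log2 scale in untreated Drp1LiKO cells. With palmitate, Il1b was higher in Drp1LiKO than in control by 1.96 on the log2 scale (1.45 on a second probe). The Il6 probe (chromosome 5, 30346367 to 30346426) was likewise not well above background in untreated control cells. Il6 was at least 2.58-fold higher with palmitate in control cells, at least 2.33-fold higher in untreated Drp1LiKO cells, and higher by 3.29 on the log2 scale in Drp1LiKO than in control with palmitate. Among rises with palmitate measured on both arrays in Drp1LiKO, Il1b ranked 3 and Il6 ranked 4 of 12719 genes; in control cells neither was measured on both arrays, so only bounds apply. In control cells 3 of 12236 measured rises exceeded the lower bound of Il1b and 29 that of Il6. Ifng and Nlrp3 were not well above background on any array. The study measured IFN-γ, TNF and other cytokines as protein in the culture medium, and NLRP3 by Western blot. By PCR it reported higher RNA of ER stress markers and cytokines in Drp1LiKO cells given fatty acids, over a range of doses. Transcript values on these arrays are another measure and do not speak against those results. Tnf rose with palmitate by 0.37 in control and 0.55 in Drp1LiKO and differed between the genotypes by −0.07 untreated and 0.11 with palmitate. A second, dimmer Tnf probe was not well above background on the control palmitate array. Where it was measured on both arrays, it gave −1.74 between the genotypes in untreated cells and 1.63 with palmitate in Drp1LiKO.

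Hmox1 (chromosome 8, 77624406 to 77624466) rose with palmitate by 1.23 in control cells, rank 44 of 12236 rises, and by 4.40 in Drp1LiKO, rank 1. The larger rise in Drp1LiKO goes with a lower untreated level, which was −2.83 relative to control, while with palmitate the genotypes differed by 0.34. The second Hmox1 probe was not well above background on either control array. Hspa1a (chromosome 17, 35106766 to 35106825) was 1.14 higher in untreated Drp1LiKO cells and 0.17 higher with palmitate. Ccl2 rose with palmitate by 1.28 in control and 1.79 in Drp1LiKO, and was lower in Drp1LiKO by −1.56 untreated and −1.04 with palmitate. Ddit3, which encodes the ER stress factor CHOP, differed between the genotypes by 0.18 untreated and 0.65 with palmitate (0.59 and 0.19 on a second probe), and Nupr1 by −0.07 and 0.30. Acsl1 differed by −0.06 and −0.17. Acsl4 differed by 0.52 and 0.42 on the probe that stands for it, and the other Acsl4 probes gave 0.59 and 0.37 and 0.07 and 0.17.

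Gene lists were used to describe the processes named by the study. The interferon-stimulated list, of 38 genes, had a median genotype difference of 1.97 untreated and 1.31 with palmitate, with 35 genes higher in each. With values below background raised to the floor, these medians were 1.97 and 1.22. Its palmitate medians were 0.69 in control and 0.30 in Drp1LiKO. The 34 genes measured on both control arrays were all higher with palmitate, with a median of 0.73. The 41 cell division genes were all lower in Drp1LiKO in both conditions, with medians of −1.74 and −1.62, which normexp moved most, to −1.23 and −1.12. Their palmitate medians were 0.11 in control and 0.19 in Drp1LiKO, and the former was within the range of random lists when all probes of a gene were averaged. Retinol metabolism, with 57 measured genes, was higher in Drp1LiKO by 0.59 untreated and 0.37 with palmitate, and lower with palmitate by −0.09 in control and −0.16 in Drp1LiKO.

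The inflammatory list, of 22 measured genes, rose with palmitate by a median of 0.36 in control and 0.54 in Drp1LiKO. Its genotype medians were −0.22 untreated, a call that was lost without a filter and with values raised to the floor, and 0.04 with palmitate, within the range of random lists. The 26 chemokine ligands rose with palmitate by 0.93 in control and 0.63 in Drp1LiKO. Their genotype medians were 0.05 untreated, within the range of random lists except under the filter for probes above background on both arrays, and 0.49 with palmitate. The heat shock list holds 66 genes taken by symbols that start with Hsp or Dnaj, not by function. Its medians lay inside the range of random lists in all 4 comparisons, from −0.10 to 0.04. Hspa1a and Hspa1b were nevertheless among the largest rises with palmitate. ER stress genes were higher in Drp1LiKO by 0.22 and 0.25, with palmitate responses of 0.04 in control and 0.06 in Drp1LiKO, both within the range. Lipid synthesis genes were higher in Drp1LiKO by 0.21 and 0.18 and lower with palmitate by −0.10 in each genotype. Fatty acid oxidation genes differed by 0.05 untreated and by 0.13 with palmitate, the latter called except against unmatched lists and with values raised to the floor; their palmitate medians, −0.02 and −0.05, were within the range, the latter beside a mean of 0.12. Medians of mitochondrial fission and fusion genes (from −0.05 to 0.08) and of housekeeping genes (from −0.19 to 0.02) were within the range in all comparisons.

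Marker lists of cell types were read in the same way. The 19 measured macrophage markers were higher in Drp1LiKO by a median of 2.41 untreated and 1.99 with palmitate, the 12 endothelial markers by 1.64 and 0.76, and the 8 stellate cell markers by 3.05 and 2.62. With values raised to the floor these medians were 2.34 and 1.69, 1.12 and 0.36, and 1.90 and 1.07. Hepatocyte markers were higher by 0.20 and 0.28, the former within the range of random lists when all probes were averaged or the lists were not matched. The neutrophil list, with 3 measured genes, had medians of 0.06 and 1.64, the lymphocyte list, with 5, had 0.04 and 0.59, and the cholangiocyte list, with 4, had 0.04 and −0.40; of these only the neutrophil median with palmitate was called, and it was 0.02 and within the range without a filter. With palmitate, the macrophage median was 0.18 in control and −0.49 in Drp1LiKO, the endothelial median 0.07 and −0.67, the stellate median −0.16 and −0.19, the hepatocyte median −0.03 and −0.15, the neutrophil median 0.40 and 0.20, the lymphocyte median 0.20 and 0.37, and the cholangiocyte median −0.11 and −0.13. Over the 13 macrophage markers well above background on all arrays, the palmitate medians were 0.30 in control and 0.0167 in Drp1LiKO. Beside the macrophage median of 0.18 the mean was −0.12, and beside the cholangiocyte median of −0.11 the mean was 0.40. Of these palmitate medians, those called were the 2 of the macrophage list and the endothelial and hepatocyte medians in Drp1LiKO.

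**Figure D4:**
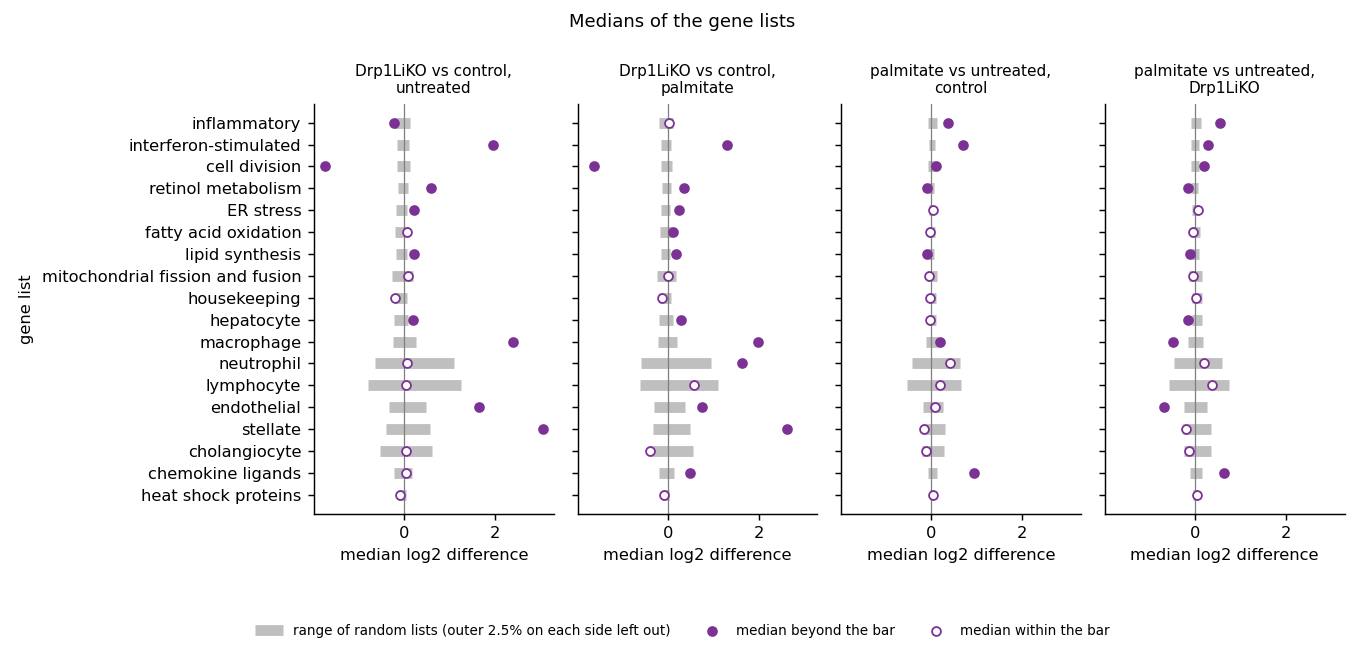
Median log2 difference (horizontal axis) of each gene list (vertical axis) in the 4 comparisons, with the range of random lists of the same size in grey, the outer 2.5% on each side left out, and open points for medians within it. The cell division list lies furthest to the left in both genotype comparisons, at −1.74 and −1.62, and the stellate list furthest to the right, at 3.05 and 2.62.

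The genes of sex chromosomes were read as a check of sample identity. Ddx3y, Kdm5d, Uty and Eif2s3y were well above background on all 4 arrays. Xist was well above background on the untreated control array alone, at −3.72; 5 of its 24 neighbouring spots are lit on that array alone.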

Values the study reported

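The study reported that 57 KEGG pathways were significantly enriched among genes that differ in primary hepatocytes of Drp1LiKO mice, and it showed the top 10 of them, with retinol metabolism first. For cells treated with palmitate it listed the most strongly upregulated genes of each genotype. Heat shock proteins, chemokine ligands and heme oxygenase were in the lists of both genotypes, and Il1b and Il6 in that of Drp1LiKO cells alone.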

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

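The tests below were chosen after the result was seen. The palmitate response of macrophage marker genes had opposite signs in the genotypes: the median of 19 genes was 0.18 in control, above the range of random lists, and −0.49 in Drp1LiKO, below it, a difference of −0.67. This difference was not tested, since each group has 1 array. The median over genes that go both ways says little about the list as a whole. In both genotypes Marco rose (3.59 and 2.77) and Cd5l fell (−1.99 and −3.07), and over the 13 markers well above background on all arrays the responses of the genotypes correlated across genes with r = 0.956 (rho 0.852). Of these 13 markers, 12 had a lower response in Drp1LiKO, and the median difference was −0.34.

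Scaling of the arrays is argued against as the whole cause, because the Drp1LiKO median stayed below the range of random lists, at −0.16 or lower, and the control median above it under the 3 other scalings. Dim spots near background stay open: over the same 13 markers well above background on all arrays, the medians were 0.30 in control and 0.0167 in Drp1LiKO, so the opposite signs rest on markers that were near background on some array. Leaving these out also removes markers that fell, so this does not decide. The probe that stands for a gene stays open as a cause on the control side, since with the mean of all probes the control median was 0.0687, within the range of random lists at percentile 81.1. Fewer macrophages in the palmitate culture of Drp1LiKO may also give lower responses than in control, as 12 of the 13 markers had. That count compares the genotypes and does not show which culture differed. In Drp1LiKO itself the 13 markers had a median of 0.0167. A lower level per cell gives the same values, and the explanations cannot be told apart in RNA of a whole culture. Variation between single cultures and a true effect of genotype on the response stay open and untested.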

How the results depend on the processing

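The alternatives named here were planned, except leaving out lit spots beside one another and raising dim values to the floor, which were chosen after seeing the data. Quantile normalization, the deposited table and the mean of all probes kept all 5 counts of genes changed at least 2-fold within 1.5 times the main count and both limma counts at 0. In the order untreated genotype, palmitate genotype, palmitate in control, palmitate in Drp1LiKO, and difference between the responses, the main counts were 2867, 2176, 1070, 1390 and 2225. They were 1048, 687, 311, 408 and 533 under normexp, 1378, 933, 186, 432 and 297 for probes well above background on every compared array, 4688, 3943, 2894, 3537 and 4914 without a filter, and 5297, 3989, 1987, 2792 and 3787 at 1.5-fold. Without clustered lit spots only palmitate in control left that range, at 683. With dim values at the floor, palmitate in control was 655, palmitate in Drp1LiKO 900 and the difference between the responses 1305. The filter and the threshold act by construction on which genes can count; for normexp the cause was not tested. Higher genes made up 49.7% of the palmitate changes in control, 76.9% under the strict filter, 67.9% without a filter and 65.5% at the floor.

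The limma count by genotype, 0 in the main model, was 1520 under normexp (814 higher), 2586 over the 16611 genes well above background on all arrays (1348 higher) and 5354 with a variance trend (2512 higher); it stayed 0 without a filter, without a slide term and without clustered lit spots. By palmitate it was 186 with a variance trend (160 higher) and 0 otherwise. The smallest adjusted p of limma by genotype ranged from 0.000104 to 0.148 over these models. The fitted prior of the variance changes between them, and the cause was not tested further. Slide as a random block gave no estimate: the correlation could be estimated for 0 of 20615 genes, so that model was not run.

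Dnm1l was read under quantile normalization, normexp and the deposited table, but not with the mean of all probes. In 5 of 6 cases it differed from the main value by less than the spread of repeat spots (0.05 for a difference of 2 arrays). With palmitate and normexp it was −1.35. Of 59 named or fixed differences of at least 2-fold, 58 stayed so under quantile normalization and 58 with the deposited table. That table holds values as a quantile normalization gives, so these counts are not independent. Under normexp 56 stayed so, with a median shift of 0.83. With the mean of all probes 56 stayed so, but the median shift was 0, so this alternative left many of the values unchanged. Morn1 reversed to −0.17 with the mean of all probes, and the cause was not tested.

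Of 640 list medians recomputed, 615 kept their call, 10 lost it, 12 gained one with the same sign and 3 gained one with the opposite sign. The median of the ER stress list with palmitate in Drp1LiKO reversed to −0.0751 with the mean of all probes, endothelial markers with palmitate in control to −0.20 under the strict filter, and cholangiocyte markers by genotype in untreated cells to −0.48 without a filter; the cause was not tested, and the main medians were uncalled. Signal over background limits which probes can be compared: 24365 of 56603 were well above background on all arrays, and counts that admit dimmer probes depend on how their background is treated.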

Other observations

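The tests below were chosen after the results were seen. Macrophage, endothelial and stellate marker genes were higher on both Drp1LiKO arrays. The cell type lists share no gene with any other list, and 4 macrophage, 1 endothelial and 1 stellate marker lay above the 75th percentile of the untreated control array. Scaling is argued against, since the smallest of the list medians under the other scalings was 0.44, above the range of random lists. Dim spots are argued against too: over genes well above background on both arrays, with as few as 4 genes in a list, the smallest median was 0.83. With dim values raised to the floor it was lower, at 0.36, and still above the range of random lists. Without lit spots beside one another the smallest median was 0.76, as in the main values. That step removes only spots lit on 1 array alone, so it does not decide on local defects. Of 13 macrophage markers well above background on all arrays, 11 were at least 2-fold higher in both conditions. The 4 most abundant differed from one another. Cd68 read 2.27 on the untreated control array and was higher by 2.01 untreated and 1.69 with palmitate, Lyz2 read 0.77 and was higher by 2.09 and 1.53, while Csf1r, at 0.96, was higher by 0.59 and 0.42 and Cd14, at 3.72, by 0.22 and 0.05. A larger number of macrophages in the Drp1LiKO cultures may account for this, but a higher level per cell would as well. A lower share of hepatocytes, which would raise other cell types alike, also stays open: macrophage and endothelial medians with palmitate over genes well above background on both arrays lay 0.87 apart, but their genes overlap, from 0.05 to 2.73 and from 0.26 to 1.91. The hepatocyte list goes the other way, being higher in Drp1LiKO by 0.20 untreated and 0.28 with palmitate, but its genes go both ways and their level per cell is unknown. The 4 cholangiocyte markers also go both ways, with medians of 0.04 and −0.40, and 3 of them have a high baseline in control cells, so they do not decide. The rise of macrophage, endothelial and stellate markers appeared in both pairs of arrays, untreated and with palmitate. Each arm has 1 culture, and whether the pairs came from separate cell preparations is not known. On these arrays an effect of genotype therefore cannot be told apart from variation between cell preparations. In liver sections of Drp1LiKO mice, the study reported clusters of infiltrating inflammatory cells, mainly macrophages by immunostaining. These arrays do not show whether such cells were carried into the cultures.

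Il1b and Il6 were higher with palmitate in Drp1LiKO than in control by 1.96 and 3.29. More macrophages among the cells of the Drp1LiKO cultures could contribute to Il1b, since 5 of the 13 macrophage markers well above background on all arrays differed by at least as much. This count depended on the probe. A second Il1b probe, well above background on both palmitate arrays, gave 1.45, which more of these markers reached. The second Il6 probe was not well above background on the control palmitate array. None of the 13 reached the difference of Il6, the highest being 2.73, but markers near background have lower bounds only. These values do not decide between a larger number of macrophages and a larger response per cell, because both raise the transcript in RNA of a whole culture.

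Probes that were well above background on 1 array alone and at least 2 log2 units brighter there than the median of the others often lay next to one another on the array. They numbered 388 on the untreated control array, 369 on the untreated Drp1LiKO array, 301 on the control palmitate array and 374 on the Drp1LiKO palmitate array. Another such probe lay within 2 grid positions for 76.5%, 68.6%, 64.1% and 50.8% of them, against at most 22.2% in 1000 random draws on any array. The lowest share, 50.8%, is consistent with local defects such as dust or residue, since the position of a probe on the array has no relation to its gene. No biological explanation was tested. Such neighbours lie beside 4 of the 5 named falls and 4 of the 10 named rises with palmitate in control cells, and beside Olfr32.

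The Xist signal on the untreated control array is likely of the same kind. Of its 24 neighbours 5 are lit on that array alone, a number that 0.200% of spots reach. Cells of a female animal in that sample are not excluded: the median difference of the 4 Y-linked genes between the control arrays was 0.0565, and a small share of female cells cannot be told apart from none.

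The untreated Drp1LiKO array held 87 probes, 39 higher and 48 lower, that lay at least 1.5 log2 units from the median of the other arrays while those agreed within 0.7 and all were well above background. The untreated control array held 23, the control palmitate array 10 and the Drp1LiKO palmitate array 6. A local defect is argued against: the median distance to the nearest such probe was 13.4 grid positions, within the range of random probes from 10.6 to 15.7. Noise of dim spots is argued against for the 48 lower probes, whose median level on the other arrays was 1.65, against 0.34 for all probes bright enough to fall as far above the floor. For the 39 higher probes it stays open, as their median level was −2.51 against 0.07 for all probes. A wrong genotype label is argued against by Dnm1l, at −1.35 relative to control. Of 44 genes with another measured probe, 10 had a probe that followed at least 2-fold, as a change of the whole transcript would give, and 34 had none, which argues against such a change for those. In Prmt1 both probes fell (−3.33 each), in Agpat3 one fell by 3.80 and the other by 0.18, and in Map3k10 the probes moved by 2.27, −2.30 and −2.68; these genes were chosen after their values were seen. Probes closer than 500 bases followed in 7 of 15 pairs and those farther apart in 11 of 69, with a pair counted from each moved probe. An animal of another strain background, whose variants would alter single probes or exons, could give this as well. Within 200, 1000 and 5000 kb on the genome, 15, 25 and 42 of 86 such probes had one of another gene, against upper bounds of random probes of 8, 19 and 41. The largest of 1000 random draws was 12, 27 and 50, below the observed number at 200 kb and above it at the longer distances. Gene density was not matched in these draws, so strain background stays undecided. The labels give 1 strain for all samples.

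Hmox1 ranked 44 among the rises with palmitate in control cells here. That is lower than the place the study gives heme oxygenase in control cells above. Il1b, which the study lists for Drp1LiKO cells alone, also rose in control cells here. Of 12236 measured rises in control cells, 3 exceeded its lower bound of 2.83 on the log2 scale, and 29 exceeded that of Il6. Genes with bounds only were not ranked, so the places of Il1b and Il6 in control cells stay open.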
